A study of Rattus norvegicus with 10 samples.

How the data were processed

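RNA sequencing had been done on 10 samples of the supraoptic nucleus, 5 in each of 2 groups, and the values were deposited as a single table with 32623 rat genes under Ensembl identifiers. Per the labels' protocols, each rat had received a virus with a short hairpin RNA against Opn3 on one side of the brain and a virus with a non-targeting hairpin on the other, and each nucleus was punched out and extracted on its own. Which side received which virus was not stated. The groups are called shOpn3 and shControl below, after the hairpin in the labels, and the replicate numbers 1 to 5 are those of the labels.

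For each sample the deposited table gave a signal per gene, namely read counts that the authors had divided by 1 size factor per sample. Every positive value of a sample was a whole multiple of that sample's smallest positive value, so whole reads were recovered for 100% of the values in each of the 10 samples. Per the file headers, the same table also held the authors' own comparison of the groups, with a log2 fold change and its standard error on the log2 scale, a Wald score, and a p-value and adjusted p-value. The aligner, the read counter, whether counting used the strand, the genome build and the annotation release were not stated. Genes that overlap another gene, or that share sequence with a near copy, are therefore uncertain. Among the genes named below this concerns Foxb2, whose name stood beside 2 identifiers in the table and beside 1 gene in the RefSeq table of assembly GRCr8, and Avp and Oxt, which share a closely similar stretch that encodes their neurophysins. It also concerns Sprr1a, Mx1 and Ifit3, which belong to families of similar genes. Of 29599 gene names in the table, 17364 (58.7%) were found as a symbol in that RefSeq table, which was used for names alone. No genome sequence was used, so no check of GC content or gene length was made, and no coordinates are given.

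A DESeq2 (version 1.42.0) fit of the recovered reads with the group as its only term gave the authors' log2 fold changes, size factors and adjusted p-values, with 0 genes or samples differing by more than 1e-04. The deposited comparison was thus an unpaired comparison of the groups scaled by the median of ratios. It is described as the authors' deposited table wherever a value of it is printed.

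The test fixed in advance for normalized values was used for all comparisons. Values were taken as log2(normalized count + 1), genes with a mean of at least 10 over the 10 samples were kept (15597 genes), and the groups were compared with limma (version 3.58.1, in R 4.3.3; lmFit and eBayes with a trend) in a model with the group alone. Tests were two-sided, and p-values were adjusted over all genes tested by the Benjamini-Hochberg method with a threshold of 0.05. The edgeR quasi-likelihood test named first in that plan needs read counts and was therefore run as an alternative on the recovered reads. Fold changes are on the log2(normalized count + 1) scale, which understates the change of genes with few reads. Values are given as mean ± SD of normalized counts, and the error of a log2 fold change is its standard error (SE). Single values were compared by exact two-sided permutation tests, for which the 252 splits of 5 against 5 allow no p-value below 0.00794. Over 5 pairs, the 32 sign flips allow none below 0.0625.

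Replicate numbers were checked for pairing. Each rat had contributed a nucleus to both groups, per the labels, although no label states that equal numbers mark the same rat. The deviations of same-numbered samples from their group means correlated across genes in all 5 pairs, with r from 0.12 to 0.44, against a median of -0.21 (range -0.45 to 0.36) for samples with different numbers. The numbers were therefore taken to pair the samples, and a fit with the replicate number as a block was run beside the main tests of genes and lists. No such counterpart is given for the fits with thinned libraries or with a covariate described below.

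The genes named were chosen by a rule set before the data were examined, as were the gene lists, the comparison and most alternatives. Opn3, Avp and Oxt were always named. To these were added the 5 largest rises and the 5 largest falls among genes with a symbol, an adjusted p under 0.05, a mean of at least 10 and no overlap between the groups, and up to 3 members with an adjusted p under 0.05 from each of 10 gene lists. Some genes that met this rule are not reported here. These lists covered opsins, magnocellular peptides and regulators, activity-induced genes, osmosensing channels and transporters, neurons, astrocytes, microglia, oligodendrocytes, endothelium and blood, and the interferon response. Aqp4 and Nr4a1 each stood in 2 of them. Each list was tested as a set with limma's camera at a preset inter-gene correlation of 0.01, adjusted over the 10 lists, and its median was ranked among 10000 random lists matched on mean expression. A further 8 marker lists were written after the table of all genes had been seen and before their own values were looked at. They covered pallial neurons, genes enriched in the hypothalamus, the response of injured neurons, acute vascular inflammation, neutrophils, resting microglia, activated microglia and oligodendrocyte precursors.

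The alternatives were a pseudocount of 0.1 or 10, no filter, quantile normalization, the replicate block, DESeq2, edgeR (version 4.0.16) with TMM scaling, with median-of-ratios scaling, without a filter or with at least 10 reads in every sample, limma-voom with sample quality weights, leaving out each of the 10 samples, leaving out both samples of each number, fry, and camera with an estimated correlation. The edgeR fit with TMM scaling, with and without the block, and the DESeq2 fit with the block were added after the data had been seen. Scripts were tested on simulated counts with 200 genes changed by known folds. The limma fit called 181 of the 198 changed genes it tested (91.4%) with 12 false calls among 15568 genes tested, and the fit with the block called 179. When effects shared within pairs were added to the simulation, these counts were 170 and 177 of 198. With the microglia list shifted in simulated data, 1 of the 10 lists was called, and it was that list. The simulated genes varied independently of each other, so this check does not cover lists whose genes move together.

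The recovered reads summed to between 33158341 and 39958578 per sample. At that depth a gene with 3 or fewer reads in a sample was taken to lie at the floor, and intervals or floors cover counting error only, since reads without molecular identifiers are not independent molecules. No library or sequencing batch was given in the labels. Within each group, any 2 samples differed by more than counting noise, with a chi-square per degree of freedom of 10.8 or more, so each sample was counted as a separate replicate.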

Results

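Gene expression was measured by RNA sequencing in the supraoptic nucleus of male Sprague-Dawley rats, an outbred laboratory strain. This paired hypothalamic nucleus holds the magnocellular neurons that release vasopressin (Avp) and oxytocin (Oxt) and takes part in the control of water balance. Opn3 encodes opsin 3, a light-sensitive receptor protein of the opsin family that is also made outside the eye. Adeno-associated viruses, which carry a gene into cells without replicating, had delivered a short hairpin RNA that lowers Opn3 transcripts to one nucleus and a non-targeting hairpin to the opposite nucleus. Tissue was collected 2 weeks later. There were 5 shControl and 5 shOpn3 samples with shared replicate numbers.

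Sequencing depth was similar in both groups. The recovered reads summed to 36068453 ± 2570256 per sample in shControl (SD, n = 5; range 33402693 to 39958578) and to 35008820 ± 1626799 in shOpn3 (SD, n = 5; range 33158341 to 37263244), and the difference was smaller than the spread between replicates (exact two-sided permutation test, p = 0.492). Size factors lay between 0.942 and 1.07, so a normalized count was close to a read. Mitochondrial transcripts took 7.58% to 11.5% of the reads of a sample. Of the 32623 genes, 23160 had at least 1 read.

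The first comparison asked how far the hairpin had lowered its target. Opn3 (ENSRNOG00000003778) had normalized counts of 719, 694, 841, 1007 and 261 in shControl replicates 1 to 5 and of 290, 193, 159, 154 and 145 in shOpn3 replicates 1 to 5. The group means were 704 ± 277 and 188 ± 59.7 (SD, n = 5 each), so that 26.7% of the control mean was left. Opn3 fell by 1.82 on the log2 scale (SE 0.320; limma adjusted p = 0.00226; exact two-sided permutation test of the log2 values, p = 0.0159). It was lower in shOpn3 in 5 of 5 pairs, at 40.3%, 27.9%, 18.9%, 15.3% and 55.6% of the same-numbered control. The groups nevertheless overlapped, because shControl replicate 5 (261) lay below shOpn3 replicate 1 (290). The alternative that moved it most was limma-voom with sample quality weights, with a log2 fold change of -2.17, and without shControl replicate 5 it was -2.14. The authors' deposited table gave a log2 fold change of -1.90 with a standard error of 0.299 and an adjusted p of 9.39e-09.

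Avp (ENSRNOG00000021229) and Oxt (ENSRNOG00000021225) were examined next, as the peptide transcripts that mark the neurons of this nucleus. Avp had 56039 ± 27320 normalized counts in shControl and 11972 ± 6960 in shOpn3 (SD, n = 5 each), a log2 fold change of -2.35 (SE 0.426; limma adjusted p = 0.00269). Oxt had 26947 ± 16729 and 5563 ± 2447 (SD, n = 5 each), a log2 fold change of -2.21 (SE 0.328; limma adjusted p = 0.000915). Both were lower in shOpn3 in 5 of 5 pairs, and for both the groups did not overlap. The exact permutation p was 0.00794 for each, the smallest that 5 against 5 samples allow. The fall of Opn3 was thus no larger than that of either peptide transcript. Across pairs, the log2 difference of Opn3 minus the mean of Avp and Oxt was 0.46 ± 0.95 (SD, n = 5; exact sign-flip test, p = 0.375). It was 1.11, 0.039, -0.015, -0.58 and 1.76 in pairs 1 to 5, so the mean leaned on the pair with the low Opn3 of shControl replicate 5.

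**Figure D1:**
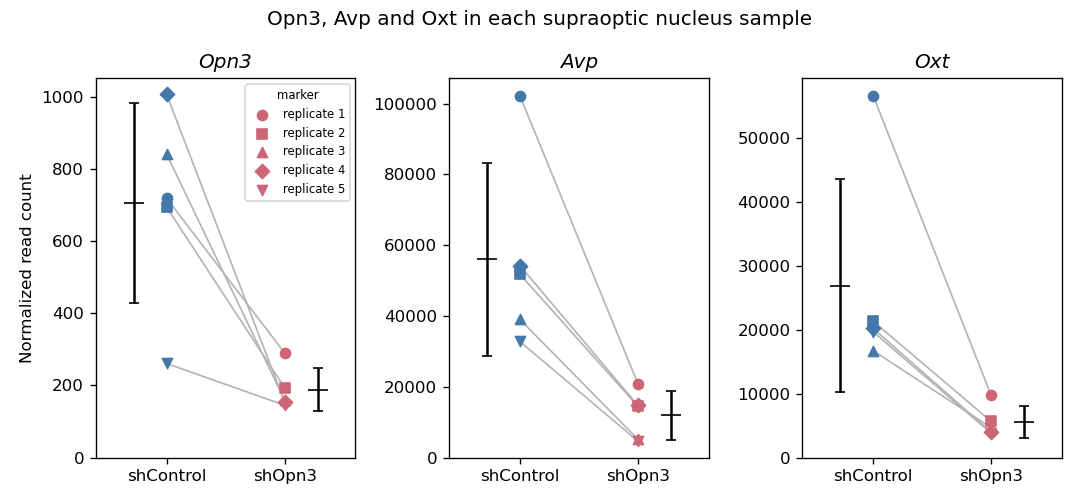
Normalized read counts of Opn3, Avp and Oxt (linear axes from 0) in the 5 shControl and 5 shOpn3 samples, with a marker shape for each replicate number, lines joining same-numbered samples, and bars for mean ± SD beside each group. Each gene fell along every line, and for Opn3 shControl replicate 5 (261) lay below shOpn3 replicate 1 (290).

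Across all genes, the question was which transcripts differed between knock-down and control nuclei. Of 15597 genes tested, 2940 (18.8%) had a limma adjusted p under 0.05, 1618 of them higher and 1322 lower in shOpn3. With the replicate number as a block, limma called 4726 genes at an adjusted p under 0.05, of which 2350 were higher and 2376 lower, and 2927 of the 2940 genes were among them. The alternative that moved the count most was limma-voom with sample quality weights, with 5060 genes. The groups did not overlap for 2121 of the 2940 genes. Over all genes tested this held for 15.3%, against 0.794% by chance for 5 against 5. A difference of at least 1 on the log2 scale was found for 776 of the genes called, 594 higher and 182 lower. In 39.4% of the genes tested all 5 pairs differed in the same direction, against 6.25% by chance. The number of calls rested partly on shOpn3 replicate 3, without which 1973 genes were called, 1154 higher and 819 lower.

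The authors' deposited table listed 3711 genes with an adjusted p under 0.05, 1986 higher and 1725 lower, among 17437 genes with an adjusted p. It shared 2929 genes with the 2940 above, all 2929 with the same sign.

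The first principal component of the log2 values took 44.3% of the variance and separated the groups. The second took 23.3%. On it both samples of replicates 1 and 5 had positive scores and both samples of replicates 2 and 3 had negative scores, while the samples of replicate 4 lay on opposite sides of 0.

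**Figure D2:**
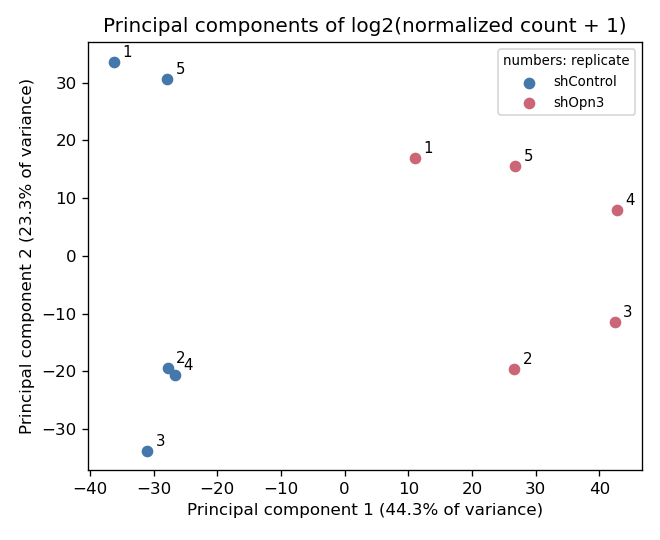
Scores of the 10 samples on the first and second principal components of log2(normalized count + 1), coloured by group and numbered by replicate. All shControl samples had negative scores and all shOpn3 samples positive scores on the first component, which took 44.3% of the variance.

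The largest rises among genes whose groups did not overlap were those of Sprr1a, Mmp12, Spp1, Cxcl10 and Cxcl13. Spp1 (ENSRNOG00000043451) rose from 166 ± 54.7 to 3515 ± 1469 normalized counts (SD, n = 5 each; log2 fold change 4.34, SE 0.308, limma adjusted p = 2.22e-05). Cxcl10 (ENSRNOG00000022256) rose from 44.5 ± 24.0 to 889 ± 524 (SD, n = 5 each; log2 fold change 4.27, SE 0.418, limma adjusted p = 0.000151). Cxcl13 (ENSRNOG00000024899) rose from 92.4 ± 26.9 to 1878 ± 1228 (SD, n = 5 each; log2 fold change 3.87, SE 0.620, limma adjusted p = 0.00135). Mmp12 (ENSRNOG00000030187) rose from 6.49 ± 6.47 to 240 ± 354 (SD, n = 5 each; log2 fold change 4.45, SE 0.793, limma adjusted p = 0.00244), with 869 in shOpn3 replicate 1 and at most 157 in any other sample, and with 1 and 2 reads in shControl replicates 2 and 3, at or under the floor of 3. Sprr1a (ENSRNOG00000024028) had at most 1 read in any shControl sample and between 6 and 78 reads in the shOpn3 samples. Its mean of 49.7 ± 27.4 normalized counts in shOpn3 (SD, n = 5) was at least 15.7-fold higher than the floor of 3 reads (limma adjusted p = 0.000324).

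Besides Avp and Oxt, the largest falls were those of Foxb2, Cfap44 and Tmem114. Cfap44 (ENSRNOG00000028077) fell from 245 ± 41.1 to 43.8 ± 27.5 normalized counts (SD, n = 5 each; log2 fold change -2.60, SE 0.296, limma adjusted p = 0.000306). Tmem114 (ENSRNOG00000002768) fell from 187 ± 49.2 to 42.0 ± 27.9 (SD, n = 5 each; log2 fold change -2.30, SE 0.350, limma adjusted p = 0.00100). Foxb2 (ENSRNOG00000032137) fell from 126 ± 61.9 to 22.0 ± 26.7 (SD, n = 5 each; log2 fold change -2.96, SE 0.568, limma adjusted p = 0.00371), a value that is uncertain because the name stood beside 2 identifiers. Each of these genes and of the 5 rises changed in the same direction in 5 of 5 pairs. The naming rule fixed this in advance, since it required groups without overlap.

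**Figure D3:**
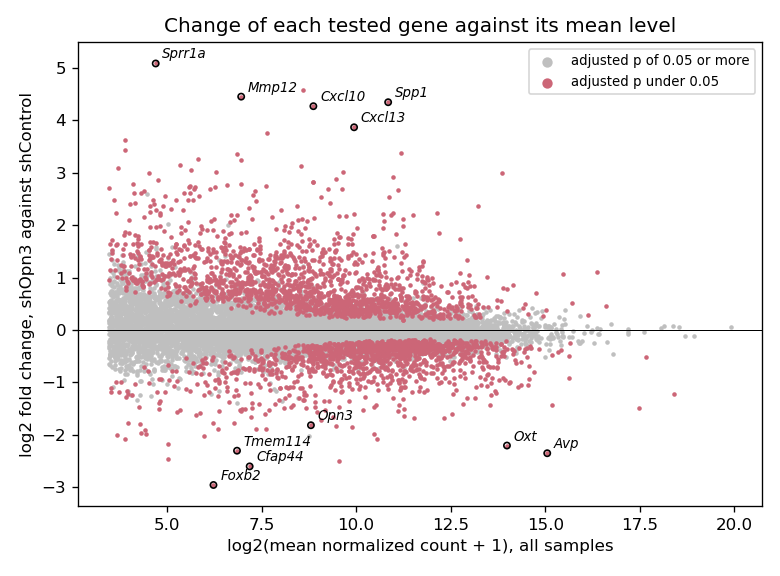
Log2 fold change of each of the 15597 genes tested (shOpn3 against shControl) against log2 of its mean normalized count plus 1, with genes at a limma adjusted p under 0.05 in red and the named genes circled. Calls lie on both sides of 0, and rises of at least 1 (594 genes) outnumber falls of that size (182 genes).

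The gene lists fixed in advance asked whether transcripts of the tissue's cell types and functions moved together. With camera, 6 of the 10 lists differed from the other genes. Microglial transcripts were higher (median log2 fold change 1.14, camera adjusted p = 4.59e-12), as were the interferon response (1.49, 3.14e-10) and activity-induced genes (1.02, 4.70e-06). Oligodendrocyte transcripts were lower (-1.18, 3.14e-10), as were magnocellular peptides and regulators (-0.41, 0.000486) and osmosensing channels and transporters (-0.30, 0.0387). Camera called no difference for opsins (-0.07, 0.216), neurons (-0.01, 0.817), astrocytes (0.14, 0.216), or endothelium and blood (-0.20, 0.216). Ranked among matched random lists, the astrocyte median nevertheless lay above 99.68% of them. The medians of opsins, neurons, and endothelium and blood lay above 25.4%, 77.05% and 5.48%. Lists called higher lay above 100% of random lists, and lists called lower lay above at most 0.07%. All 6 calls held under fry, which does not compare a list with the other genes and which also called the opsins (fry adjusted p = 0.00628). None of the 6 held under camera with an estimated correlation (adjusted p from 0.169 to 0.251). Quantile normalization left the osmosensing list at -0.29 and not called, and moved the median of the neurons to 0.03.

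Within the lists, the direction of single members varied. Of 14 microglial genes 13 were called, all higher, and 14 were called when adjusted over the list alone. Of 12 oligodendrocyte genes 12 were called, all lower, and 12 when adjusted over the list alone. Of 16 interferon genes 13 were called, all higher (14 adjusted over the list alone), and of 16 activity-induced genes 10 were called, all higher (11 adjusted over the list alone). The magnocellular list was mixed, with 11 members lower and 2 higher of 26 tested (14 called when adjusted over the list alone). Of 15 osmosensing genes 4 were lower and 1 higher (9 called when adjusted over the list alone). Of 12 astrocyte genes 4 were higher and 1 lower (5 adjusted over the list alone), of 12 neuronal genes 1 was higher and 2 lower (5 adjusted over the list alone), and of 5 opsins tested 2 were lower (2 adjusted over the list alone). Among the 9 genes of endothelium and blood, 0 were called, 0 when adjusted over the list alone, and 0 had an unadjusted p under 0.05. With the replicate number as a block, the counts of called members were 19 of 26 for the magnocellular list, 9 of 15 for the osmosensing list and 1 of 9 for endothelium and blood, namely Slco1a4 (log2 fold change 0.17, limma adjusted p with the block = 0.0442), which was singled out after its values were seen.

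**Figure D4:**
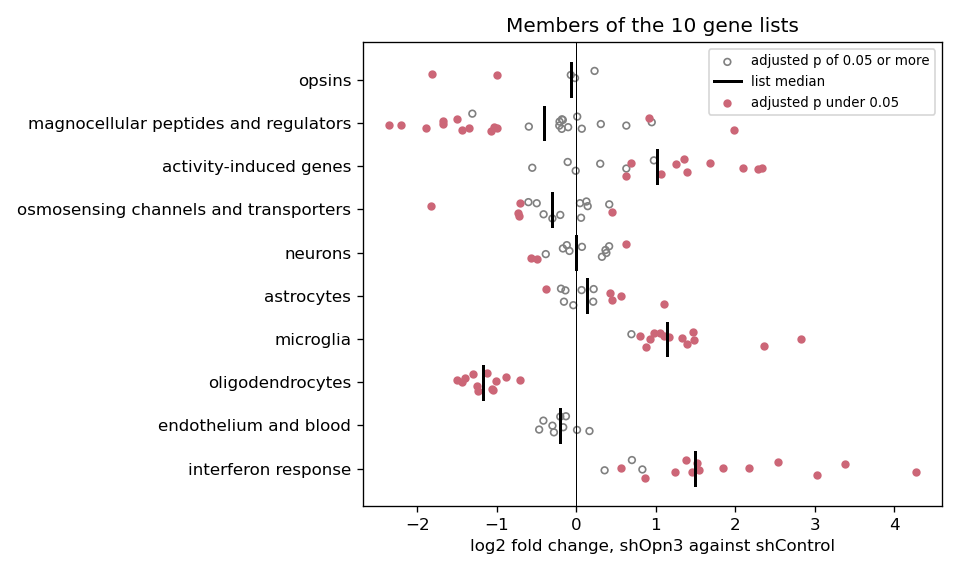
Log2 fold change (shOpn3 against shControl) of each tested member of the 10 gene lists, filled where the limma adjusted p was under 0.05, with a vertical bar at the list median. The 12 oligodendrocyte genes all lie below 0 and the 14 microglial genes all lie above 0, while the magnocellular list spreads to both sides.

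Named members gave the size of these changes. Cd68 rose from 111 ± 18.1 to 816 ± 274 normalized counts (SD, n = 5 each; log2 fold change 2.82, SE 0.202), Tyrobp by 1.33 (SE 0.192) and P2ry12 by 0.88 (SE 0.114) on the log2 scale, with limma adjusted p from 2.22e-05 to 0.000809. Mx1 rose from 366 ± 194 to 4303 ± 2964 (SD, n = 5 each; log2 fold change 3.38, SE 0.491, limma adjusted p = 0.000811) and Ifit3 by 3.02 (SE 0.479, limma adjusted p = 0.00125). Mog fell from 11089 ± 2397 to 4517 ± 960 (SD, n = 5 each; log2 fold change -1.30, SE 0.162, limma adjusted p = 0.000407), and Ermn changed by -1.24 (SE 0.169). Fosb, Egr3 and Egr2 had log2 fold changes of 1.68, 2.33 and 2.28 (SE 0.235, 0.378 and 0.404).

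Among magnocellular and osmosensing genes, Trh fell from 4431 ± 701 to 1473 ± 665 normalized counts (SD, n = 5 each; log2 fold change -1.68, SE 0.236, limma adjusted p = 0.000714). Pou3f2 and Gal changed by -1.50 and -1.35 on the log2 scale (SE 0.171 and 0.195). Kcnmb4, Slc12a2 and Kcnj10 changed by -1.83, -0.74 and -0.71 (SE 0.245, 0.0880 and 0.136). Of the astrocyte genes, Vim and Gja1 rose by 0.56 and 0.42 (SE 0.118 and 0.0866) and Glul changed by -0.38 (SE 0.0817). Of the neuronal genes, Rbfox3 rose by 0.62 (SE 0.140), while Uchl1 and Elavl4 changed by -0.49 and -0.57 (SE 0.133 and 0.170). For all of these named members the change had the same direction in 5 of 5 pairs. The call was lost for Elavl4 in 7 alternative fits and for Uchl1 in 4, each time with the same direction.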

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

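The tests in this part were set before their results were seen, on marker lists written after the table of all genes had been looked at, although the test on replicate 1 was judged undecided after its value was seen. Of 72 group values examined (each named gene and the total reads, in each group), 8 had a sample whose gap to the nearest of the others took up an unusual share of the group's range, while about 3.6 would arise by chance at 1 in 20. Of these 8 samples, 6 carried replicate number 1.

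In shControl replicate 1, Oxt stood at 56716 normalized counts, with 21354 in the next sample, and Tmem114 at 271, with 179 in the next. In shOpn3 replicate 1, Foxb2 stood at 69.1, Cfap44 at 92.1 (next 40.4) and Pou3f2 at 335 (next 205). All 5 genes fell with the knock-down, and all lay high in the samples of this number. Their libraries held 34521508 and 35533046 reads, inside the range of the other libraries, which argues against depth. More magnocellular tissue in both punches of this rat could raise them. With Oxt, Pou3f2 and also Avp left out, the 23 remaining genes of the magnocellular list lay 0.12 above the mean of the other shControl samples and 0.20 above that of the other shOpn3 samples on the log2 scale, and their joint deviation of 0.09 exceeded 90.07% of matched random lists. With a pair of samples this decides nothing, and a difference in dissection cannot be told apart from a difference between rats or, in shOpn3, from a weaker effect of the virus. The doubled name of Foxb2 leaves its value uncertain in addition.

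Mmp12 stood at 869 normalized counts in shOpn3 replicate 1, with 157 in the next sample. A candidate explanation is stronger microglial activation in that nucleus. The list of activated microglia, which does not hold Mmp12, lay 0.30 above the mean of the other shOpn3 samples on the log2 scale, above 99.69% of matched random lists, with 6 of its 10 members higher. That shift is much smaller than the gap of Mmp12 itself, so at most part of it may be accounted for, and no other explanation was tested.

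Ermn stood at 22924 normalized counts in shControl replicate 5, with 16080 in the next sample. More white matter in that punch is a candidate explanation. The 11 other genes of the oligodendrocyte list lay 0.75 above the mean of the other shControl samples on the log2 scale, all 11 of them higher, above 100% of matched random lists. A difference in myelination between rats would give the same picture and stays open as untested. In the same-numbered shOpn3 sample, Ermn was also the highest of its group (9515, next 8618). So was the log2 score of the oligodendrocyte list (13.27, next 13.17 in shOpn3 replicate 4). These gaps are narrow and come from a single pair, so they cannot separate the punch from the rat.

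Sprr1a had 1.02 normalized counts in shControl replicate 2, which is 1 read, and 0 in the other shControl samples. All these values lie under the floor of 3 reads, where a single read has no meaning of its own, and no biological explanation was tested.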

How the results depend on the processing

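Opn3 kept its direction and its call in all 28 alternative fits, with a log2 fold change from -2.17 to -1.60 and an adjusted p of at most 0.00907. Of 943 values that the 34 other genes chosen by the naming rule took in these fits, 929 kept their direction and their side of the threshold and 14 kept the direction and lost the call, 7 of them in Elavl4 and 4 in Uchl1. Under the scalings tried, the median log2 fold change of all tested genes lay between -0.035 and -0.019. Each of these scalings centres the bulk of the genes, so a median near 0 does not test the results.

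The number of genes called moved by more than 1.5 times in some fits. The limma-voom fit with sample quality weights and no block moved it most, to 5060 genes (2636 lower), and gave shControl replicates 1 and 5 the lowest weights, 0.333 and 0.355. With the replicate number as a block, limma called 4726 genes (2376 lower) against 2940 (1322 lower) without it, and the count tests with the same block, which were added after the data had been seen, called 4742 (edgeR; 2479 lower) and 4555 (DESeq2; 2300 lower). The block removes variation that same-numbered samples share, at the cost of residual degrees of freedom, so it need not raise the count. In the simulation without pair effects, limma called 179 changed genes with the block and 181 without it. With pair effects added, it called 177 and 170. The higher count here thus goes with variation shared by same-numbered samples, whose source was not tested further. The block changed no call of a gene chosen by the naming rule, and the same 6 lists were called with it. The edgeR test on the recovered reads without the block called 3007 genes (1599 higher, 1408 lower), 2870 of them among the 2940. The share of higher genes among the calls was 55.0% and lay between 47.6% and 59.2% over all alternatives.

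Across the 15 fits that left out 1 sample or, with the block, both samples of a number, 1973 to 4567 genes were called, with 1154 to 2176 higher and 819 to 2391 lower. The lowest values, 1973 and 819, came without shOpn3 replicate 3, and 1967 of those 1973 genes were among the 2940. Fewer samples were fitted there, but the other fits without 1 sample called 2307 to 3057 genes, so this sample weighed more than others.

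The other list medians called kept their direction in all alternatives, at 0.95 to 1.30 for microglia, 1.22 to 1.73 for the interferon response, 0.74 to 1.45 for activity-induced genes, -1.33 to -0.95 for oligodendrocytes and -0.59 to -0.31 for the magnocellular list. The list medians near 0 had no stable sign. The median of the neurons (-0.01) was 0.032 under quantile normalization, 0.0062 with DESeq2, 0.0097 with edgeR under median-of-ratios scaling and 0.012 with edgeR without a filter, and ranged from -0.10 to 0.12 over the leave-out fits. The median of the opsins (-0.07) ranged from -0.25 to 0.026 over those fits, and fry called this list at a median of -0.069. Since fry does not compare a list with the other genes, a few changed members can give a call. Of the 5 opsins tested 2 were called lower, the target Opn3 among them (-1.82). Why the signs of these medians moved was not tested. Leave-out fits put endothelium and blood between -0.38 and -0.088, with a camera call without shControl replicate 3 (-0.38). They put the osmosensing list between -0.41 and -0.21, and its call was lost in 5 of them and under quantile normalization (-0.29). An estimated inter-gene correlation took away all 6 list calls at the same medians, namely 1.14 for microglia, 1.49 for the interferon response, 1.02 for activity-induced genes, -1.18 for oligodendrocytes, -0.41 for the magnocellular list and -0.30 for the osmosensing list. Genes that move together within a group widen the null of that test. The camera calls of the lists thus depend on the preset correlation of 0.01. Depth limits Sprr1a in shControl, where at most 1 read leaves a lower bound, and Mmp12, which had 1 and 2 reads in shControl replicates 2 and 3. The log2 fold change of Mmp12 was 3.11 with a pseudocount of 10 and 4.81 with one of 0.1.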

Other observations

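The comparison of Opn3 with Avp and Oxt, that of activated with resting microglia, and the effect of the pallial score on the oligodendrocyte list were tested only after the values were seen. The marker lists were written after the table of all genes was known and before their own values were. The counts of their members called with the block were added after their values were seen. Several tests were judged undecided only after their values were seen. These concern the optic tract, the pallial score as a covariate, injured neurons, shOpn3 replicate 2 and the pairing of the numbers. Slc17a7, Mef2c, Nrgn, Camk2a, Atf3, Cxcl1, Selp, Ccl20, Cxcl2, Ifit1, AC119000.1, Usp9y, AABR07034730.2, AABR07060979.1, AABR07065815.1, Slco1a4, Lilrb2 and LOC679711 fall outside the naming rule and were chosen after their values were seen.

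The number of genes called was not matched by other splits of the samples. Of 100 splits of the 10 samples into 5 and 5, drawn from 126 with the real one included, 1 gave as many genes as the real split, namely itself. The highest count in another split was 12 genes, in a split that exchanged 1 sample, and the median was 0. Among the 16 splits that part all 5 pairs, 1 gave as many genes, again the real one, while the others gave 0 genes (27 to 1835 at an unadjusted p under 0.05). With 16 splits no share under 0.05 is possible, so this second comparison cannot exclude chance by itself. A difference in library size is argued against by thinning all libraries to 33158341 reads, which left 2918 genes, 2862 of them among the 2940.

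Opn3 in shControl replicate 5 (261 normalized counts) lay below the highest shOpn3 sample. A mislabelled sample is argued against, because for 74.7% of 2900 genes called without that sample it lay nearer to the other shControl samples than to the shOpn3 samples. Taken for each of the 10 samples and its own group, this share lay between 64.4% and 98.6%. Its low Opn3 value thus has no tested explanation beyond this.

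The fall of Opn3 cannot be read as the action of the hairpin alone. Opn3 fell less than the mean of Avp and Oxt by 0.46 ± 0.95 on the log2 scale (SD over 5 pairs; exact sign-flip test, p = 0.375). That average leaned on the pair of shControl replicate 5, at 1.76, and Opn3 fell more in 2 of 5 pairs. A loss of magnocellular neurons or of their RNA may therefore account for a fall of this size, if such neurons hold most of the Opn3 transcript, which these bulk samples do not show. Only 23 of the 15597 genes, Opn3 included, fell at least as much as Opn3. A direct action of the hairpin stays open, and both may have contributed. That the shOpn3 punches simply held less hypothalamus is argued against as the whole cause for Avp and Oxt. Genes enriched in the hypothalamus (11 of 12 tested, all 11 at a mean of at least 10 in shControl) had a median of -0.40, against -2.28 for the mean of Avp and Oxt, and fell less than these in 5 of 5 pairs. Their fall was nonetheless called as a set (camera adjusted p = 0.00119), so a part from less hypothalamus remains possible. Punches that stayed in the hypothalamus but held less of the supraoptic nucleus itself were not tested, and this explanation stays open for Avp, Oxt and Opn3.

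A difference in dissection is a candidate explanation for part of the other changes. Transcripts of pallial neurons, such as those of cortex, rose in the shOpn3 samples with a median of 1.31, above 100% of matched random lists, and 11 of 15 tested members were called, all higher. Of these 15 members, 14 had a mean of at least 10 in shControl, so the control punches held such transcripts too. Among the abundant members, Mef2c rose from 2019 ± 260 to 4999 ± 573 normalized counts, Nrgn from 1225 ± 1099 to 3021 ± 685 and Camk2a from 2509 ± 1129 to 4498 ± 1429 (SD, n = 5 each). Camk2a is 1 of the 4 members not called (limma adjusted p = 0.0502, and 0.00327 with the replicate number as a block). Slc17a7, which is not in the list, rose from 196 ± 138 to 1217 ± 564 (SD, n = 5 each). With the mean of the pallial genes as a covariate, the median of the activity-induced list fell from 1.02 to -0.027 and its call was lost, which is consistent with more pallial tissue, where these genes are highly active, in the shOpn3 punches. The group explained 81.1% of that score and 63 genes stayed called with it, so the covariate takes away much of any group effect. The osmosensing list also lost its call (median from -0.30 to 0.043, camera adjusted p = 0.779), as did the magnocellular list, whose median stayed low (from -0.41 to -0.51, camera adjusted p = 0.0613). Under the same covariate the oligodendrocyte list stayed called at a median of -1.47, the microglia list at 1.25 and the interferon list at 2.82. The pallial scores of the groups did not overlap, with at most 7.97 in shControl and at least 8.27 in shOpn3. These medians therefore extend slopes from within the groups. In shOpn3 that slope rests on replicate 4 (8.27), with the other samples at 8.93 to 8.97. Whether more pallial tissue was the whole cause of these changes, or of the lost calls, is thus undecided. Whether the oligodendrocyte fall came from punches with less optic tract cannot be told apart from a loss of oligodendrocytes, since the rise of the pallial list (above 100% of random lists) does not measure where the punches lay or how much tract they held. Precursors of oligodendrocytes changed by a median of -0.12 with 1 of 6 tested members called, or 2 with the block (camera adjusted p = 0.154).

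The microglial rise was larger for genes of activated cells. Genes of activated microglia (median 2.45, 9 of 10 called higher, camera adjusted p = 7.03e-10) rose more than genes of resting microglia (median 0.88, 7 of 9 called higher, camera adjusted p = 7.93e-07), by 1.57 ± 0.17 on the log2 scale (SD over 5 pairs), higher in 5 of 5 pairs, with an exact sign-flip p of 0.0625, the smallest that 5 pairs allow. This argues against more microglial cells of the same state as the whole cause. Of these lists, 2 activated and 5 resting genes were also in the microglia list fixed in advance. The activated list also held Spp1, already known as 1 of the 5 largest rises, so part of the contrast was known beforehand. These bulk samples do not show whether microglia or other cells held the transcripts of the activated list. Together with the interferon genes, the pattern may reflect an immune reaction that differed between the viruses, their dose or the hairpins. The design has 1 group with a hairpin against Opn3, so an effect of losing Opn3 and an effect of that virus preparation were not separated.

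Atf3, a transcript of injured neurons, rose from 49.5 ± 7.36 to 343 ± 78.3 normalized counts (SD, n = 5 each), beside the rise of Sprr1a. An injury of the magnocellular neurons could produce both. Other genes of that response had a median of 0.19, above 99.64% of matched random lists, but 7 of 12 rose and 5 fell, 2 were called in each direction and the list was not called (camera adjusted p = 0.444). With the replicate number as a block, 6 were called higher and 2 lower, and the list was again not called (camera adjusted p = 0.365), so an injury response could be neither shown nor excluded.

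In the authors' deposited table, 11 genes with reads have no p-value. Several owe this to 1 library. In shOpn3 replicate 2, Cxcl1 had 847 reads, Ccl20 44 and Cxcl2 43, against at most 15, 2 and 6 in the other samples. Selp, an adhesion gene of inflamed endothelium, had 126 normalized counts there and at most 9.49 in the other samples. An acute vascular inflammation in that nucleus could produce this. A list of such genes, which holds none of these 4, lay higher there than in the other shOpn3 samples by a median of 0.11, above 92.68% of matched random lists, with 6 of 10 members higher. Neutrophil genes lay lower (median -0.44, above 4.88% of random lists, 1 of 5 higher). A single library excludes neither. Between the groups, the vascular list rose with a median of 0.96 (9 of 10 called, camera adjusted p = 3.80e-07) and the neutrophil list did not change as a set (median -0.06, 1 of 5 called, camera adjusted p = 0.538).

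Ifit1 had 132 reads in shControl replicate 1 and 304 in shOpn3 replicate 1, and at most 4 in every other sample, although the median of the interferon list was higher in shOpn3 in 5 of 5 pairs. This could arise if same-numbered samples come from one rat and rats differ in such genes, the strain being outbred. Other genes without a p-value point both ways. AC119000.1 had 36 and 24 reads in the samples of replicate 1 and at most 1 elsewhere, and Usp9y had 76 and 19 reads in those of replicate 3, with 8 in shOpn3 replicate 5. In contrast, AABR07034730.2 and AABR07060979.1 had 85 and 98 reads in 1 shOpn3 sample each and at most 2 in any other, with 0 in the same-numbered control. AABR07065815.1 had 27 reads in shOpn3 replicate 4, 3 in shControl replicate 4 and at most 1 elsewhere. Since the pattern was noticed among these genes, they were kept out of the test. Outside them, 2 genes had at least 20 reads in some samples and at most 3 in all others, with both states among the shControl samples. Lilrb2 was at the floor in both samples of replicate 2 and LOC679711 in both samples of replicate 5, so 100% of their states matched between same-numbered samples, against 60% between different numbers. Of the 120 ways to pair the numbers, 6 matched as well as the real one (exact p = 0.05), which is the best that 2 such genes can give, and so this test could not settle whether the numbers mark rats.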
